# Δ*lpp* mutant *E. coli* reduces lipid content in *Caenorhabditis elegans* via phosphatidylglycerol-mediated inhibition of fatty acid biosynthesis

**DOI:** 10.1128/msystems.00155-26

**Published:** 2026-06-17

**Authors:** Dianshuang Zhou, Liwei Tang, Mengdie Ni, Wen Yang, Xiangming Wang, Ying Li, Zuobin Zhu

**Keywords:** mutant *E. coli*, lipid, phosphatidylglycerol, *Caenorhabditis elegans*

## Abstract

Although the gut microbiota is known to influence host metabolism, how specific bacterial genetic mutations modulate lipid metabolism remains unclear. In this study, we integrated *in vivo* lipid visualization, whole-transcriptome RNA sequencing, and lipidomics to investigate the effects of the Δ*lpp* mutant of *Escherichia coli* on *Caenorhabditis elegans* (*C. elegans*). Our results demonstrated that the Δ*lpp* mutant significantly reduced fat content across three *C. elegans* strains. Transcriptome analysis revealed substantial alterations in the expression of genes associated with fatty acid metabolism, particularly those involved in fatty acid biosynthesis, which were notably downregulated. Lipidomic profiling confirmed an upregulation of phosphatidylglycerol (PG) and indicated its potential involvement in regulating fatty acid biosynthesis. Importantly, PG supplementation significantly decreased lipid accumulation in *C. elegans*. Furthermore, we identified and validated four downregulated genes whose reduced expression was associated with lower lipid levels. These findings underscore the therapeutic potential of engineered probiotics in lipid-related metabolic disorders and offer novel mechanistic insights into how genetic variations in gut microbes influence host metabolic health.

**IMPORTANCE:**

Our findings carry several potential implications: they not only reveal a novel pathway through which a bacterial mutant affects host lipid metabolism via phosphatidylglycerol-mediated inhibition of fatty acid biosynthesis but also underscore the potential of engineered microbial strains as precision probiotics for the treatment of lipid-associated disorders.

## OBSERVATION

The complex interactions between microorganisms and their hosts are crucial to numerous physiological processes in multicellular organisms. Gut microbiota dysbiosis perturbs host metabolic and immune networks (1, 2). Lipid metabolism is a dynamic equilibrium process involving the synthesis, absorption, catabolism, and transportation of lipids in organisms. Its dysregulation is closely associated with multiple major diseases, including cardiovascular disorders, obesity, diabetes mellitus, and neurodegenerative diseases (3–5). Recent studies indicate that microorganisms can influence the host’s lipid metabolism, and probiotic intervention can improve lipid metabolism disorders (6, 7). For example, supplementation with *Bacteroides vulgatus* alleviates high-fat diet-induced obesity and metabolic dysfunction (8). Previous studies have demonstrated that genetic variations in microorganisms, including gene presence/absence, structural variations, and copy number alterations, are closely associated with host physiology and disease phenotypes. Obesity is associated with a higher copy number of thioredoxin 1 (K03671) in the genus *Clostridium* (9). A recent study further reveals that bacterial structural variations, particularly those involved in ion and amino acid metabolism as well as bacterial growth regulation, are significantly associated with autism spectrum disorder and hold promise as diagnostic biomarkers (10). Our previous research demonstrated that *S. cerevisiae* mutant strains can regulate the lifespan, sleep patterns, and locomotor performance of *Drosophila melanogaster* (11). In this study, we found that the Δ*lpp* mutant *Escherichia coli*, which lacks a gene encoding the major outer membrane lipoprotein *Lpp* (a key structural component covalently linking the outer membrane to peptidoglycan) (12), significantly reduced the lipid content in *Caenorhabditis elegans*, and its metabolite phosphatidylglycerol (PG) was a key molecule for this effect.

Body fat in *C. elegans* is predominantly stored in the intestinal tract and epidermis-like cells (13). Based on the Kyoto Encyclopedia of Genes and Genomes (KEGG) database, functional pathways associated with lipid metabolism were screened, and genes within these pathways were extracted. Genes interacting with those in lipid metabolism–related pathways (interaction score > 900) were obtained using the STRING database. By matching against the *E. coli* genome-wide knockout library, 133 mutant strains with corresponding gene disruptions were acquired. These mutant strains were individually fed to *C.elegans* strain N2, with the wild-type strain BW25113 as the control. Primary screening was performed via Oil Red O staining, with *P* < 0.05 set as the significance threshold, and each experiment was repeated three times. A total of 44 candidate mutants were identified from the primary screen and further validated in two *C. elegans* strains, LIU1 and LIU2, which carry fluorescent lipid droplet markers (Table S1). After comprehensively evaluating the lipid-lowering effects of each mutant across the three *C. elegans* strains, the Δ*lpp* mutant was ultimately selected for subsequent studies.

Compared to the wild-type control *E. coli* BW25113, exposure to the Δ*lpp* mutant led to a significant reduction in Oil Red O staining intensity by 10.7% (*P* < 0.001) in N2, while fluorescent intensity declined by 16.8% (*P* < 0.05) in LIU1 and 18.7% (*P* < 0.001) in LIU2 (Fig. 1A through C; Table S2). To control for potential variations in body size, lipid content was normalized to unit surface area, revealing that the mutant significantly reduced lipid levels without altering body size (Fig. S1). Additionally, we evaluated reproductive capacity and locomotor activity to exclude the possibility of nonspecific physiological effects. No significant differences were detected between the control and Δ*lpp*-fed groups (Fig. 1D), suggesting that the observed reduction in fat content reflects a specific metabolic effect rather than a general physiological impairment.

**Fig 1:**
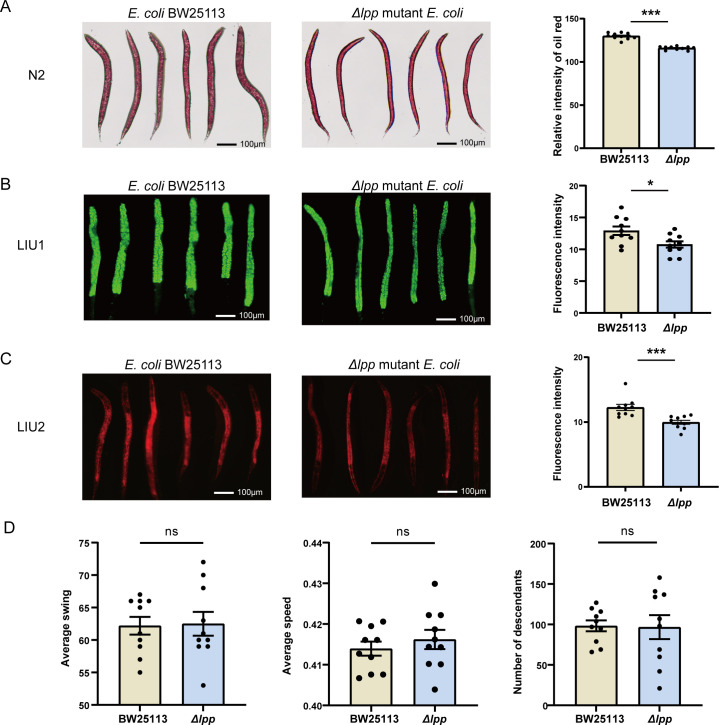
Δ*lpp* mutant can significantly reduce the fat content of *C. elegans*. (**A–C**) Oil Red O staining of N2 nematodes fed with BW25113 and Δ*lpp* mutant and fluorescence imaging of LIU1 and LIU2 nematodes at Day 1 post-L4 stage. The bar chart data are the mean ± standard error of three biological replicates (*P < 0.05, ***P < 0.001). (**D**) Comparison of locomotor ability and number of descendants of N2 nematodes fed with BW25113 and Δ*lpp* mutant (ns represents *P* > 0.05).

To elucidate the molecular mechanisms underlying this phenotype, we conducted whole-transcriptome sequencing on N2 nematodes fed with either the Δ*lpp* mutant or the wild-type control BW25113 *E. coli*. 

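RNA was sequenced from N2 worms, the wild-type laboratory strain of *C. elegans*, in 6 libraries from worms fed the Δ*lpp* mutant and 6 from worms fed BW25113, the *E. coli* strain that carries *lpp*. The *lpp* gene encodes the major outer membrane lipoprotein of *E. coli*. Ribosomal RNA was removed before the libraries were made. The authors filtered the reads with Seqtk, aligned them with Hisat2, counted fragments per gene with Stringtie and calculated TPM (counts scaled by gene length and by the library's total) with RNAnorm. They deposited estimated counts and TPM for 46926 features in each library. The paper's text does not name the genome build, the annotation, whether the counting used strand, or the age of the worms at RNA collection, and neither the paper nor the sample labels name a batch. The total count per library was between 21146884 and 23563531 in the Δ*lpp* group, with a median of 22063742, and between 20254430 and 24442423 in the BW25113 group, with a median of 21936408. The totals of the groups overlapped. At least 1 count was present for 21506 features, and 15266 genes, holding 99.93% of all counts, passed the filter of edgeR on low counts and were tested. Because 8.97% of the count values were not whole numbers, the values were rounded first. Counts were scaled by TMM normalization, which assumes that most genes do not change between libraries. The TMM factors were 1.08 to 1.27 in the Δ*lpp* group and 0.794 to 0.988 in the BW25113 group. Without these factors, the median log2 fold change of all tested genes moved from 0.05 to 0.50, a shift of 0.45, so small fold changes depend on the scaling. Genes were called differentially expressed at the paper's thresholds, an adjusted p under 0.05 and a log2 fold change over 1 in either direction, with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. Ribosomal RNA genes took 0.408% to 0.567% of the counts in the Δ*lpp* group and 1.24% to 2.69% in the BW25113 group. A gene with no count in a library may still be present at up to 3 counts, which is 0.111 to 0.185 CPM (counts scaled to a common library total) in these libraries. Such limits cover counting error only.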

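Across the tested genes, Spearman's correlation of log2 CPM was 0.989 to 0.995 for the 15 pairs of Δ*lpp* libraries, with a median of 0.992. For the 15 pairs of BW25113 libraries it was 0.977 to 0.993, with a median of 0.985. The 36 pairs that joined a Δ*lpp* library to a BW25113 library gave 0.889 to 0.909, with a median of 0.898, so every pair within a group correlated more closely than every pair between groups. These correlations are across genes, which are not independent replicates. In a principal component analysis of the same values, centred and not scaled, the first component held 83.6% of the variance and the second 4.22%. On the first component, the Δ*lpp* libraries lay between -94.9 and -83.3 and the BW25113 libraries between 81.9 and 96.5. The second component set BW25113 replicate 1 apart, at 53.1, while the other BW25113 libraries lay between -23 and 6.69. The share of the first component moved most when each gene was scaled to unit variance, to 53.4%.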

Gene expression analysis demonstrated high intra-group reproducibility (Fig. S2A). 

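Among the tested genes, 1849 were higher and 2379 were lower in the Δ*lpp* group, 4228 in all. Among all tested genes, called or not, 6330 (41.5%) had every library of one group above every library of the other, against 0.216% by chance. Of the called genes 3715 did. With the adjusted p alone and no limit on the fold change, 5018 genes were higher and 4931 were lower. The balance between the directions depended on the scaling. Higher genes made up 43.7% of the calls with TMM, 49.3% with the upper quartile and 41.8% with size factors of the RLE method. They made up 68.0% with limma-trend on log2(TPM + 1) and 74.1% on log2(TPM + 0.1), the setting that moved the number of higher genes most, to 4558 against 1593 lower. With library size only, a setting chosen after seeing the data, 3720 genes were higher and 1747 lower, so that 68.0% were higher. Among called genes with a mean of at least 10 CPM and no overlap between the groups, *cpr-2* had the highest log2 fold change, 5.80 (standard error 0.324, adjusted p = 6.38e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *did-2* followed at 5.62 (standard error 0.898). In the BW25113 group its counts came from replicate 1 alone, with 101 counts and 0 in the other libraries. Without that replicate *did-2* was at least 258-fold higher in the Δ*lpp* group. *C18H7.1* rose by 5.43 (standard error 0.308) and *fmo-2*, on chromosome IV of the WBcel235 assembly from 10682524 to 10684367, rose by 5.07 (standard error 0.339). At the other end, *F32A11.3* had 0 to 2 counts in the Δ*lpp* libraries, the 2 counts in replicate 3 alone, and 727 to 966 in the BW25113 libraries, and was at least 374-fold lower. The cuticle collagen genes *col-88*, *col-137* and *col-133* had log2 fold changes of -7.64, -7.56 and -7.30 (standard errors 0.180, 0.256 and 0.232). Collagens form a large gene family, so that reads of similar members could have been split between them in the authors' counting.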

A total of 5,441 differentially expressed genes were identified, including 2,351 upregulated and 3,090 downregulated genes (Fig. 2A). Functional enrichment analysis using DAVID revealed significant enrichment in biological processes such as signal transduction, protein phosphorylation, fatty acid β-oxidation, and fatty acid metabolism (Fig. 2B). 

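The DAVID terms were not used here. A list of 42 genes of fatty acid β-oxidation was fixed by hand instead, covering acyl-CoA dehydrogenases and oxidases, enoyl-CoA hydratases, thiolases and carnitine palmitoyltransferases, and all 42 were tested. Of these, 23 were called (22 lower and 1 higher in the Δ*lpp* group), or 54.8%, against 27.6% of the other 15224 genes. The odds ratio was 3.17 (95% confidence interval 1.65 to 6.17, two-sided Fisher's exact test, p = 0.000216), and the count adjusted over the list alone was also 23. This higher share depends on the scaling. It held with the RLE factors and the upper quartile, where 23 and 20 members were called. With library size only, chosen for this list after seeing the data, 11 members were called, or 26.2%, below the 35.8% of the other genes (two-sided Fisher's exact test, p = 0.259). On the TPM scales, also chosen for this list after seeing the data, the share was lower than that of the other genes as well, with 6 members (14.3% against 25.5%, p = 0.111 from the same exact test) on log2(TPM + 1) and 9 (21.4% against 40.3%, p = 0.0117 from the same exact test) on log2(TPM + 0.1). The median log2 fold change of the list was -1.03, and -1.08 relative to the median of all tested genes. Library size only and the TPM scales raised the median of all tested genes as well. The share past a fixed limit thus cannot show whether the list moved against the other genes. Relative to the median of all tested genes, the list was at -1.08 with library size only. It was at -0.90 on log2(TPM + 1) and at -1.07 on log2(TPM + 0.1). New scaling factors move all genes nearly alike, so the value with library size only had to stay near that with TMM. A value relative to the median also takes the median gene as unchanged, so it is no check of the scaling. Not centred, the median of the list kept its direction under each scaling, at -0.58 with library size only, -0.40 on log2(TPM + 1) and -0.43 on log2(TPM + 0.1). The lowest members were *acdh-8* at -6.21 (standard error 0.257) and *acdh-5* at -5.01 (standard error 0.273), and the member called higher was *acdh-1* at 1.24 (standard error 0.410). The families on the list hold similar genes, between which reads could have been split. A difference in developmental stage between the groups, raised in the closing observations, was not ruled out for this list. The camera test of limma, with a preset correlation between genes of 0.01, gave the list an adjusted p of 3.55e-10. The fry test gave 1.73e-09, while camera with the correlation estimated from the libraries gave 0.0711. Camera sets a list against the other genes, while fry asks only whether its members differ between the groups. With 9949 of the 15266 tested genes at an adjusted p under 0.05, a list can pass fry without moving more than other genes. Fig. 2B also lists a term for cilium assembly. On a hand-fixed list of 48 tested cilium genes, 34 were called higher and 0 lower, with a median log2 fold change of 1.42 (1.87 with library size only, and 0.69 on log2(TPM + 1), where 13 were called). The camera adjusted p was 2.23e-09, and 0.0542 with the correlation estimated.

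**Figure D1:**
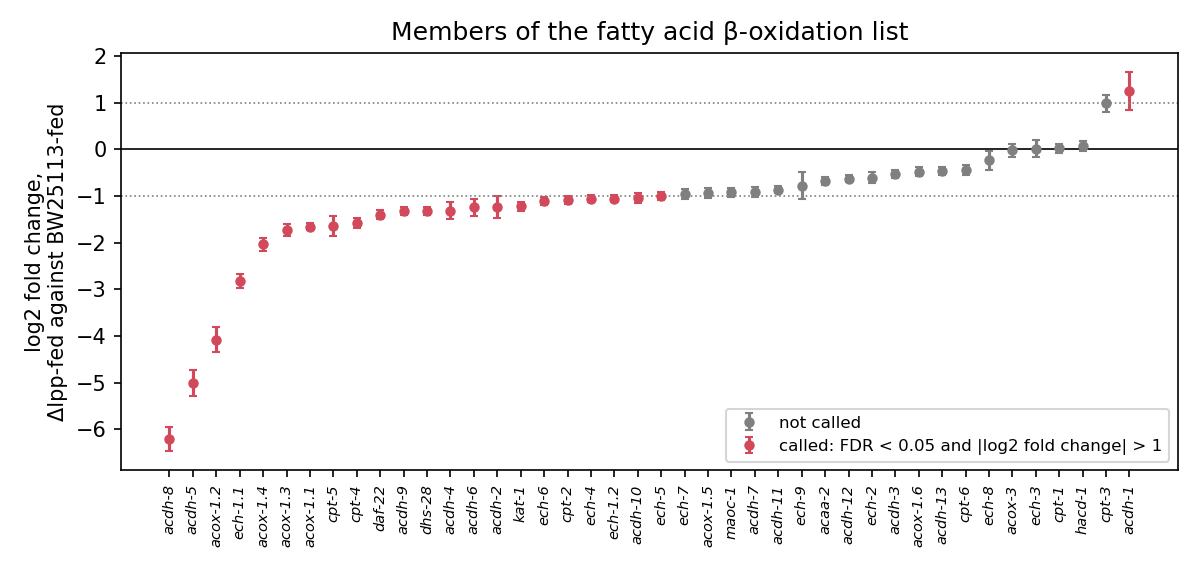
Log2 fold change of each of the 42 genes on the fatty acid β-oxidation list, Δlpp-fed against BW25113-fed worms (TMM scaling), with bars for the standard error over 6 libraries per group. Red points are the 23 called genes, 22 below the lower dotted line and *acdh-1* above the upper one, at log2 fold changes of -1 and 1. With library size only the values lie higher and 11 members are called, and 6 are on log2(TPM + 1). In both cases this is a smaller share than of the other genes, and both scalings raise the median of all tested genes.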

KEGG and Reactome pathway analyses further highlighted enrichment in metabolic pathways, particularly those involved in amino acid and fatty acid metabolism (Fig. 2C; Fig. S2B). 

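The KEGG and Reactome sets were not used here, and genes of amino acid metabolism were not analysed here. Genes that lengthen or desaturate fatty acids were taken as a hand-fixed list of 18, all tested. In the Δ*lpp* group 4 of them were called higher and 5 lower, and the count adjusted over the list alone was 9 in all. The desaturase genes *fat-2*, *fat-3*, *fat-4* and *fat-5* had log2 fold changes of 1.18, 1.94, 1.46 and 1.00. The elongase genes *elo-2*, *elo-6*, *elo-7* and *elo-8* had values of -1.56, -1.24, -5.37 and -4.42, and *fat-7* had a value of -1.45. Reads of *fat-6* and *fat-7*, which are near-identical, could have been split between them, so the value of *fat-7* is uncertain. The value of *fat-6* was 0.95, in the opposite direction and short of the limit for a call. Its mean over the libraries was 346 CPM, against 25.1 for *fat-7*, so the fall of *fat-7* does not stand for the pair. A difference in developmental stage was not ruled out for the desaturase and elongase genes either. The median of the list was -0.89, and the camera test gave it an adjusted p of 0.162. The fry test gave 9.05e-05. With library size only, chosen after seeing the data, 5 were called higher and 4 lower, the median was -0.46 and the camera adjusted p 0.0460. On both TPM scales 5 were called higher and 2 lower, and with the RLE factors 3 and 7.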

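The KEGG set of fatty acid biosynthesis was not used here. A list of 12 genes was fixed by hand in its place: *pod-2*, *fasn-1*, *mecr-1*, *dhs-25* and the acyl-CoA synthetase genes *acs-3*, *acs-4*, *acs-5*, *acs-13*, *acs-15*, *acs-16*, *acs-17* and *acs-18*. All 12 were tested, 4 were called lower in the Δ*lpp* group and 0 higher, and the count adjusted over the list alone was also 4. With library size only, chosen after seeing the data, 3 were called lower and 0 higher. On log2(TPM + 1) 2 were lower and 1 higher, and on log2(TPM + 0.1) 3 and 1. The member called higher was *acs-17*, at 1.00 and 1.07 on these TPM scales. GSEA places a list on the genes ranked by their fold change and scores how far its members gather at one end. Ranked by the log2 fold change, the list had an NES of -1.45 (fgsea, two-sided permutation p = 0.0457, and 0.0913 after Benjamini-Hochberg adjustment over the lists of both pathways). Without *dhs-25*, *acs-5*, *acs-15* and *acs-18* the NES was -0.68 (two-sided permutation p = 0.861), the change that moved it most. These 4 are the members called lower, so that leaving them out had to bring the value closer to 0. With each library left out in turn it lay between -1.49 and -1.41. The mean log2 fold change of the list was -1.45, or -1.19 with *acs-15* and *acs-18*, which were at the limit of detection in the Δ*lpp* group, set at the smallest change that limit allows. The median was -0.46 with TMM, -0.0015 with library size only and 0.16 on both TPM scales, where it was positive. Relative to the median of all tested genes it was -0.51 with TMM and -0.50 with library size only. On log2(TPM + 1) this relative value was -0.35, and on log2(TPM + 0.1) it was -0.48. The camera test of limma gave the list an adjusted p of 0.0165 over 14 lists. The fry test gave an adjusted p of 1.32e-08, and camera with an estimated correlation an adjusted p of 0.114. Of the other members, *mecr-1* and *fasn-1* fell by 0.82 and 0.63 on the log2 scale with TMM, with no overlap between the groups. The value of *fasn-1*, the fatty acid synthase gene, was -0.18 with library size only (adjusted p = 0.0660 from edgeR) and -0.018 on both TPM scales (adjusted p of 0.872 and 0.871 from limma). That of *mecr-1* was -0.37 with library size only, -0.22 on log2(TPM + 1) and -0.23 on log2(TPM + 0.1). *pod-2*, *acs-3*, *acs-4* and *acs-16* had values of -0.15, -0.08, -0.28 and -0.16 with TMM. All of these were positive with library size only and on both TPM scales, as was *acs-3* with the upper quartile. Relative to the median of all tested genes, these 4 were negative under each scaling, as were *fasn-1* and *mecr-1*. *acs-13* and *acs-17* had values of 0.09 and 0.47 with TMM, and *acs-13* overlaps another gene on its strand. For glycerophospholipid metabolism, 58 of the 60 genes of a hand-fixed list were tested. Of these, 4 were called higher and 6 lower with TMM, 8 and 4 with library size only, 6 and 4 on log2(TPM + 1), and 13 and 4 on log2(TPM + 0.1). With TMM the list had an NES of -0.892 (two-sided permutation p = 0.674). Their median log2 fold change was -0.06 with TMM, 0.03 with the upper quartile and 0.40 with library size only. It was 0.50 on log2(TPM + 1) and 0.58 on log2(TPM + 0.1). Relative to the median of all tested genes it was -0.11 with TMM and -0.10 with library size only. This relative value was -0.012 on log2(TPM + 1) and -0.065 on log2(TPM + 0.1). The camera adjusted p of this list was 0.607, and the fry adjusted p was 0.00255.

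**Figure D2:**
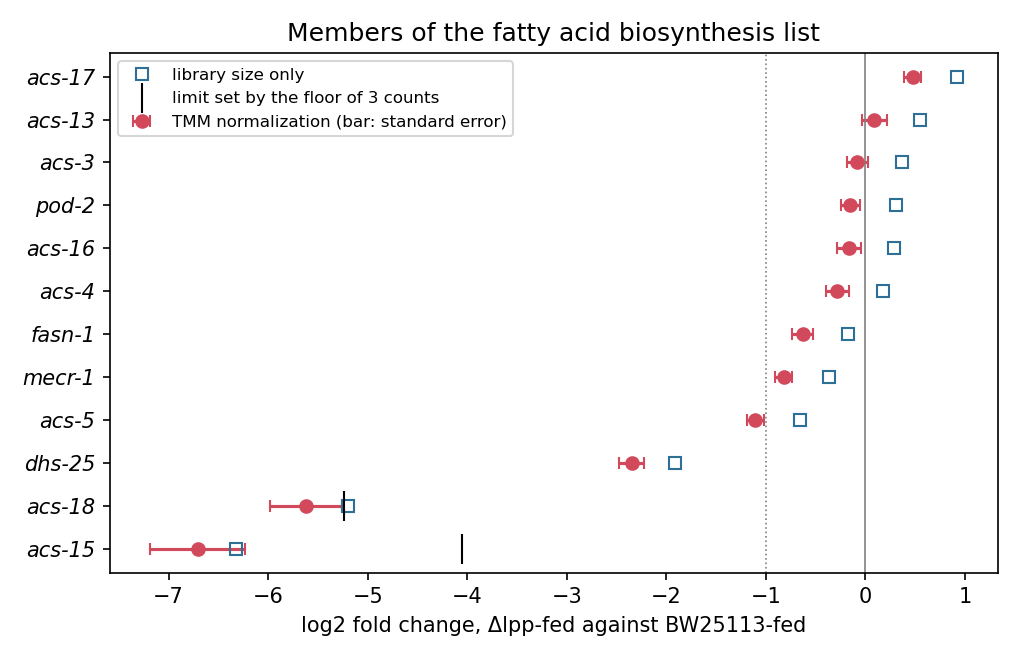
Log2 fold change of the 12 genes on the fatty acid biosynthesis list, Δlpp-fed against BW25113-fed worms. Red points and bars are the estimate and standard error with TMM scaling (6 libraries per group), open squares the estimate with library size only, and black ticks the smallest change that the floor of 3 counts allows for *acs-15* and *acs-18*. With library size only, *pod-2*, *acs-3*, *acs-4* and *acs-16* lie to the right of 0 and *acs-5* to the right of the dotted line at -1.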

Gene Set Enrichment Analysis (GSEA) specifically indicated a downregulation of the fatty acid biosynthesis pathway (*P* = 0.0037, false discovery rate (FDR) = 0.011, normalized enrichment score [NES] = −2.075) (Fig. 2D), whereas glycerophospholipid metabolism showed a marginal upregulation (Fig. 2E). Single-sample GSEA confirmed that fatty acid biosynthesis activity was significantly suppressed in the *Δlpp* group (Fig. 2F), suggesting that the mutant inhibits host fatty acid synthesis.

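Single-sample GSEA ranks the genes within each library and scores how high the members of a list stand in that ranking. Scores of the 12-gene fatty acid biosynthesis list were computed from the TPM ranks of the tested genes with a weight of 0.25, without scaling by the range. The score was 2658 ± 146 (SD, n = 6 libraries) in the Δ*lpp* group and 2914 ± 69.9 (SD, n = 6) in the BW25113 group, a difference of -256 (two-sided exact permutation test, p = 0.00433). The Δ*lpp* libraries lay between 2443 and 2818 and the BW25113 libraries between 2797 and 2984, so that the groups overlapped. Removing *dhs-25*, *acs-5*, *acs-15* and *acs-18*, the members called lower, from the list left a difference of -14.6 (two-sided exact permutation test, p = 0.838), within the spread between libraries. Removing the *acs* genes gave a difference of -1324 in the same direction (two-sided exact permutation test, p = 0.00216, the smallest that these groups allow). From the lower score in the Δ*lpp* group, the paper proposes that the mutant inhibits fatty acid synthesis in the host.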

**Fig 2:**
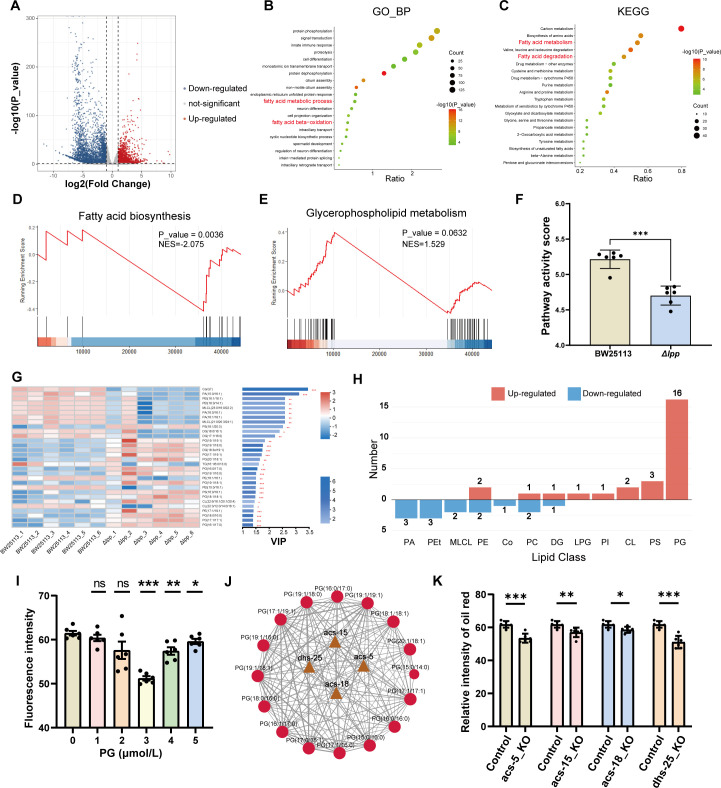
The metabolic product PG of Δ*lpp* mutant *E. coli* can reduce the synthesis of fatty acids in *C. elegans*. (**A**) Volcano map of differentially expressed genes in *C. elegans* fed with Δ*lpp* mutant and wild-type BW25113 *E. coli*. (**B** and **C**) Gene Ontology (GO) and KEGG enrichment analyses of differentially expressed genes. (**D**) Fatty acid biosynthesis pathway was a significantly enriched downregulated pathway based on GSEA. (**E**) Glycerophospholipid metabolism pathway was a marginally significant upregulated pathway based on GSEA. (**F**) The violin chart showed the activity score of the fatty acid biosynthesis pathway for the Δ*lpp* and BW25113 groups. *** represents *P* < 0.001. (**G**) Metabolic levels and VIP values of the top 30 significantly different lipid metabolites. (*P < 0.05, **P < 0.01, ***P < 0.001, ns represents *P* > 0.05). (**H**) The number of differential metabolites in the Δ*lpp* group. (**I**) The reduction in N2 nematodes’ lipid content following supplementation with different concentrations of PG. (**J**) The four nematode genes significantly associated with PG identified using the Pearson correlation coefficient. (**K**) Comparison of fat content between four gene knockout *C. elegans* strains and the control.

To elucidate the metabolic intermediates responsible for Δ*lpp* mutant *E. coli*-induced inhibition of fatty acid biosynthesis in *C. elegans*, we performed lipidomic profiling on Δ*lpp* mutant *E. coli* and the wild-type strain BW25113. The lipidomics sequencing of the samples was carried out using a liquid chromatography-mass spectrometry analysis platform. A total of 314 lipid metabolites were detected, among which 131 lipid metabolites were detected in the positive ion mode and 183 lipid metabolites were detected in the negative ion mode. These metabolites belong to four categories (fatty acids, glycerolipids, glycerophospholipids, and sphingolipids) and 30 subclasses (Fig. S3). We first used orthogonal partial least squares discriminant analysis to establish a relationship model between levels of metabolites and differences of samples. The results showed that intra-group reproducibility was consistent and samples were clustered together. At the same time, there were apparent differences between groups that formed separate clusters (Fig. S4). Based on the criteria of variable importance in projection (VIP) > 1 and FDR < 0.05 for differential metabolites, we identified 27 upregulated and 13 downregulated differential metabolites (Fig. 2G). We performed statistical analysis of differential metabolites based on lipid subclasses and found that the PG class was widely upregulated in the Δ*lpp* group. A total of 16 metabolites belonging to PG were significantly upregulated in the Δ*lpp* group, with no significant downregulation observed. In contrast to PG, phosphatidylethanolamine, phosphatidic acid, and giacylglycerol exhibited both upregulation and downregulation (Fig. 2H). The alterations in these lipid species, which are key lipid molecules in phospholipid metabolism, suggested a broader remodeling of the lipid metabolic network in the Δ*lpp* mutant. The quantification of Oil Red O staining intensity of N2 nematodes was significantly reduced by 16.8% (*P* < 0.001) after the supplement of 3 μM PG (Fig. 2I). Consistent results were also obtained when PG was supplemented in LIU1 nematodes (Fig. S5). Therefore, we concluded that Δ*lpp* mutant *E. coli* upregulated the production of PG, and PG was a key factor influencing fatty acid biosynthesis in *C. elegans*.

Since lipids can modulate gene expression, we performed correlation analysis between PG levels and host transcriptomic changes by ggClusterNet2 (14). We identified four genes (*dhs-25*, *acs-5*, *acs-15*, and *acs-18*) exhibiting strong negative correlation with PG (*r* < −0.8, *P* < 0.05) (15) (Fig. 2J). These genes, which are involved in fatty acid biosynthesis, were downregulated in the Δ*lpp* mutant group. 

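Coordinates are those of the Ensembl annotation of WBcel235, matched by WormBase gene ID. *dhs-25* (WBGene00000988) lies on chromosome X from 1486532 to 1489326 on the plus strand. It had 16.8 ± 3.76 CPM (SD, n = 6 libraries) in the Δ*lpp* group and 85.6 ± 5.29 (SD, n = 6) in the BW25113 group. Its log2 fold change was -2.35 (standard error 0.123, adjusted p = 9.15e-12 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *acs-5* (WBGene00013575) lies on chromosome III from 13540139 to 13543534 on the minus strand. It had 55.7 ± 6.05 CPM (SD, n = 6) in the Δ*lpp* group and 120 ± 4.13 (SD, n = 6) in the BW25113 group. Its log2 fold change was -1.104 (standard error 0.0807, adjusted p = 9.89e-10 from the same test of edgeR). *acs-5* passed the limit on the fold change with TMM, but not with limma-trend on log2(TPM + 1), at -0.49, on log2(TPM + 0.1), at -0.51, or with library size only, at -0.66. One Δ*lpp* library, replicate 3, stood above the other Δ*lpp* libraries for *acs-5*, at 67.4 CPM. *acs-15* (WBGene00019920) lies on chromosome II from 933018 to 936926 on the plus strand. It had 0 to 2 counts in the Δ*lpp* libraries, the 2 counts in replicate 2 alone, and 25 to 49 in the BW25113 libraries, and was at least 16.6-fold lower (adjusted p = 6.70e-10 from the same test of edgeR). *acs-18* (WBGene00011173) lies on chromosome IV from 10310748 to 10313665 on the minus strand. With 1 to 3 counts in the Δ*lpp* libraries and 46 to 136 in the BW25113 libraries, it was at least 37.7-fold lower (adjusted p = 1.50e-10 from the same test of edgeR). No other annotated protein-coding gene or pseudogene overlaps these genes, and other classes of gene were not checked for overlap. For each of the 4 genes, every Δ*lpp* library was below every BW25113 library (two-sided exact permutation test, p = 0.00216, the smallest that 6 libraries against 6 allow). All 4 kept their direction with each library left out in turn. The lowest counts, of *acs-15* and *acs-18*, set a limit on how far below BW25113 they can be placed. A difference in developmental stage between the groups, raised in the closing observations, was not ruled out for the 4 genes.

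**Figure D3:**
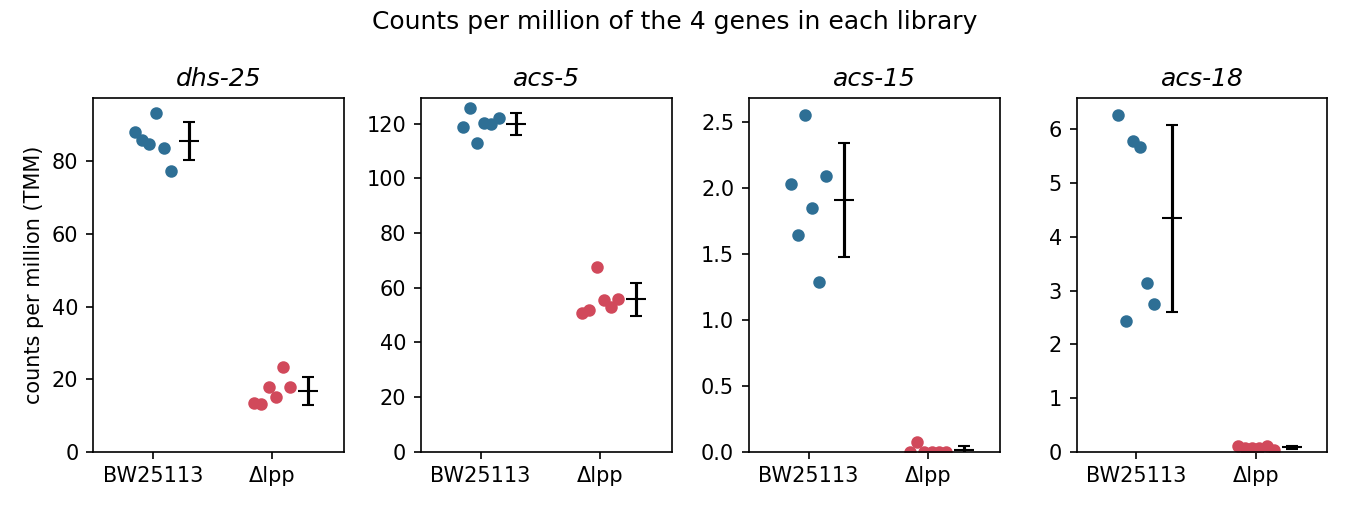
CPM (TMM scaling, linear axes that start at 0) of *dhs-25*, *acs-5*, *acs-15* and *acs-18* in each of the 6 BW25113 libraries (blue) and the 6 Δlpp libraries (red). Black bars are the mean ± SD of each group, and for each gene every red point lies below every blue point.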

Quantitative polymerase chain reaction assays validated their differential expression patterns (Fig. S6). Meanwhile, consistent results were also observed in *C. elegans* supplemented with PG (Fig. S7), indicating that PG regulates these genes either directly or indirectly. To further confirm the functional relevance of these downregulated genes in lipid metabolism, we used knockout strains and assessed their total lipid content. Compared with the wild-type strain, all four knockout strains exhibited significantly reduced fat accumulation, with decreases of 13.1%, 7.7%, 5.3%, and 17.4%, respectively (Fig. 2K). Consistent with these phenotypic observations, previous studies and functional annotations support the roles of these genes in lipid homeostasis: DHS-25 is an ortholog of human 17β-HSD8, while DHS-3 (short-chain dehydrogenase/reductase) localizes to lipid droplets, and its deletion has been shown to induce lipid depletion in model organisms (16, 17). Additionally, the *acs* family genes encode acyl-CoA synthetases, and impairment of *acs-1* specifically reduces branched-chain fatty acid levels and disrupts lipid droplet morphology—key features of altered lipid metabolism (18). Collectively, these findings support the hypothesis that the four genes we identified play essential roles in regulating lipid metabolism in *C. elegans*.

In summary, this study demonstrates that the Δ*lpp* mutant of *E. coli* significantly reduces fat content in *C. elegans* through transcriptomic and lipidomic reprogramming, with PG acting as a key microbial metabolite that suppresses fatty acid synthesis. PG is a crucial precursor in the biosynthesis of bacterial membrane phospholipids (19). Braun’s lipoprotein encoded by the *lpp* gene is the sole molecule that covalently links the outer membrane to peptidoglycan in *E. coli* (20). Its deletion compromises outer membrane integrity and increases cell membrane permeability (21, 22). Although *lpp* deficiency does not significantly affect the basic growth of *E. coli* (21), outer membrane stress may trigger the reprogramming of bacterial membrane lipid metabolism. In the present study, the Δ*lpp* mutation resulted in a significant upregulation of PG levels, which most likely arises from bacterial cell envelope stress and adaptive remodeling induced by *lpp* deletion. Notably, the Δ*lpp* mutant has also been shown to extend the lifespan of *C. elegans* (23), suggesting a potential link between the regulation of lipid metabolism and longevity. This study found that the Δ*lpp* mutant inhibits fatty acid biosynthesis and fat accumulation in the host by increasing the production of PG and suggests that regulating the export of specific metabolites by the gut microbiota may represent a potential strategy for modulating host metabolism.

## Supplementary Material

Reviewer comments

## Data Availability

The gene expression profile of *C. elegans* and the lipidomics data of *E. coli* are provided in Table S3. RNA-Seq data have been deposited to the GEO database with accession no. GSE331223. All raw data, analytical scripts, and detailed experimental protocols are made available to enable other researchers to fully replicate and validate the reported results.

# Supplementary material for: Δlpp mutant E. coli reduces lipid content in Caenorhabditis elegans via phosphatidylglycerol-mediated inhibition of fatty acid biosynthesis
**Source:** mSystems. 2026 Jun 17;11(7):e00155-26. doi: 10.1128/msystems.00155-26
**Supplement:** Supplemental text — Extended methods.

**Methods**

***C. elegans* culture conditions**

*C. elegans* (N2, LIU1 and LIU2) were purchased from the Caenorhabditis Genetics Center (USA). *dhs-25, acs-5, acs-15, acs-18* mutants were purchased from the National BioResource Project. *C. elegans* strains were maintained at 20 °C on *E. coli* using standard cultivation techniques ^1^. *C. elegans* were maintained on high-fat NGM medium (1.5 g NaCl, 1.25 g peptone and 8.5 g agar in 475 mL deionized water, with 0.5 mL CaCl2, 0.5 mL MgSO4, 0.5 ml K3PO4 and 0.5 mL cholesterol solution (5 mg/mL in ethanol)) and fed with *E. coli* BW25113 as a food source. *E. coli* BW25113, and *Δlpp* mutant were purchased from Dharmacon (USA).

**Lipid visualization by oil red O staining**

Oil Red O staining to detect the lipid content was performed as previously described ^2^. In short, collect synchronous worms at 60 hours of age, wash three times with M9 buffer, then fix with 500 μL of 4% paraformaldehyde for 30 minutes, freeze and thaw three times at -80 °C, discard the supernatant and wash three times with M9 buffer. At room temperature, the worms were stained with an oil red O staining solution consisting of 60% oil red O stock solution and 40% water for 15 minutes. Remove the dye and wash three times with M9 buffer solution. Finally, the stained worms were mounted and imaged using a fluorescence microscope Nikon DS Ril, Nikon Corporation, Tokyo, Japan. The Image J software V1.8.0.112 was used for quantitative analysis of density. At least 30 nematodes were checked each time, and the process was repeated three times independently.

**RNA extraction and whole transcriptome RNA resequencing**

RNA was extracted from *C. elegans* samples using the TransZol UP Plus Kit. After passing the quality control via electrophoresis, the extracted *C. elegans* RNA underwent purification, rRNA removal, fragmentation, cDNA synthesis, and end repair processes using the RNA Clean XP Kit and RNase-Free DNase Set. The concentration of the constructed libraries was measured using a Qubit2.0 Fluorometer, and their size was detected with an Agilent2000. Finally, the libraries were sequenced on an Illumina NovaSeq6000 sequencer in PE150 mode. Applying Seqtk (https://github.com/lh3/seqtk) to filter Reads to obtain clean Reads. The split mapping algorithm of Hisat2 was used to perform Genome mapping on preprocessed reads ^3^. Count the number of Fragments for each gene after Hisat2 alignment using Stringtie^4^. Calculate the TPM value of each gene using RNAnorm.

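TPM divides the count of each gene by the gene's length and scales each library to the same total, so that TPM values keep no record of sequencing depth. A group in which a few abundant genes take more of the total has lower TPM for its remaining genes. The 100 most abundant features took 23.4% to 26.4% of the counts in the Δ*lpp* libraries and 26.3% to 29.3% in the BW25113 libraries. The median log2 fold change of all tested genes was 0.51 on log2(TPM + 1) and 0.64 on log2(TPM + 0.1). How much of this shift the shares of abundant features account for was not tested.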

**Lipidomics analysis**

Lipidomics analysis was performed at Majorbio, China, on a platform consisting of an independent ultra-high performance liquid chromatography-tandem mass spectrometry (UPLC-MS/MS) instrument. The mass spectrometric data were collected using a Thermo UHPLC-Q Exactive HF-X Mass Spectrometer equipped with an electrospray ionization (ESI) source operating in positive mode and negative mode. The raw data from the mass spectrometry instrument was imported into LipidSearch (Thermo, CA) for peak detection, alignment and identification. The preprocessing results generated a data matrix that consisted of the lipid class, retention time (RT), mass-to-charge ratio (m/z) values, and peak intensity.

**Calculating pathway activity score based on RNA-seq data**

Single-sample gene set enrichment analysis (ssGSEA) is a method used to evaluate the activity on a certain gene set or pathway for a sample. We obtained the lipid-related pathways gene sets from the KEGG database. 

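The score of a gene set in one library rises when its genes stand high among all genes of that library, and it needs no comparison with another library. It depends on which genes are ranked and on the members of the set, so scores of different gene sets are not on one scale.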

Based on RNA-seq data from *C. elegans*, ssGSEA scores were calculated using the GSVA R package ^5^. The lipid-related pathways gene sets pathways were performed differential analysis by student’s t test.

**Gene ontology annotation and pathway enrichment**

DEGs discovered in this study were annotated using the DAVID database ^6^. For GO annotation, we chose significantly enriched GO terms (p-value < 0.05) from biological process (BP) as the result. For pathway enrichment, we chose significantly enriched KEGG pathways and Reactome pathways (p-value < 0.05) as the result. Data visualization was performed using ImageGP 2^7^.

**Bioinformatics analysis**

Genes with absolute value of logFC > 1 and FDR < 0.05 were considered as significantly differentially expressed genes using DESeq2^8^. 

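DESeq2 with its defaults, run on the rounded counts of every feature with at least 1 count, called 2345 higher and 3093 lower in the Δ*lpp* group at these thresholds, 5438 in all. Of these, 4140 were also called by edgeR and 1218 were outside the genes that edgeR tested. In 1021 of the 5438, all libraries of one group were at or under 3 counts, so that their fold changes are not measured precisely. DESeq2 gave no adjusted p for 2096 features. On the genes that passed edgeR's filter, DESeq2 called 1770 higher and 2456 lower.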

We used the multivariate analysis OPLS-DA model, combined with p-values by student’s t test, to screen differentially expressed metabolites with VIP > 1 and FDR < 0.05. The significant differences in nematode staining intensity were completed using the student’s t test. The significant difference in ssGSEA scores between two groups was completed using student's t-test. The STORMS Checklist for standardize reporting of human microbiome research has been uploaded to zenodo (https://zenodo.org/records/18768322)^9^.

**References**

1 Stiernagle, T. Maintenance of C. elegans. *WormBook*, 1-11, doi:10.1895/wormbook.1.101.1 (2006).

2 Xu, A. *et al.* Microtubule regulators act in the nervous system to modulate fat metabolism and longevity through DAF-16 in C. elegans. *Aging Cell* **18**, e12884, doi:10.1111/acel.12884 (2019).

3 Kim, D., Paggi, J. M., Park, C., Bennett, C. & Salzberg, S. L. Graph-based genome alignment and genotyping with HISAT2 and HISAT-genotype. *Nat Biotechnol* **37**, 907-915, doi:10.1038/s41587-019-0201-4 (2019).

4 Li, B. & Dewey, C. N. RSEM: accurate transcript quantification from RNA-Seq data with or without a reference genome. *BMC Bioinformatics* **12**, 323, doi:10.1186/1471-2105-12-323 (2011).

5 Hanzelmann, S., Castelo, R. & Guinney, J. GSVA: gene set variation analysis for microarray and RNA-seq data. *BMC Bioinformatics* **14**, 7, doi:10.1186/1471-2105-14-7 (2013).

6 Sherman, B. T. *et al.* DAVID: a web server for functional enrichment analysis and functional annotation of gene lists (2021 update). *Nucleic Acids Res* **50**, W216-W221, doi:10.1093/nar/gkac194 (2022).

7 Chen, T. *et al.* ImageGP 2 for enhanced data visualization and reproducible analysis in biomedical research. *Imeta* **3**, e239, doi:10.1002/imt2.239 (2024).

8 Love, M. I., Huber, W. & Anders, S. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol* **15**, 550, doi:10.1186/s13059-014-0550-8 (2014).

9 Mirzayi, C. *et al.* Reporting guidelines for human microbiome research: the STORMS checklist. *Nat Med* **27**, 1885-1892, doi:10.1038/s41591-021-01552-x (2021).

# Supplementary material for: Δlpp mutant E. coli reduces lipid content in Caenorhabditis elegans via phosphatidylglycerol-mediated inhibition of fatty acid biosynthesis
**Source:** mSystems. 2026 Jun 17;11(7):e00155-26. doi: 10.1128/msystems.00155-26
**Supplement:** Supplemental text — Fig. S1 to S7.

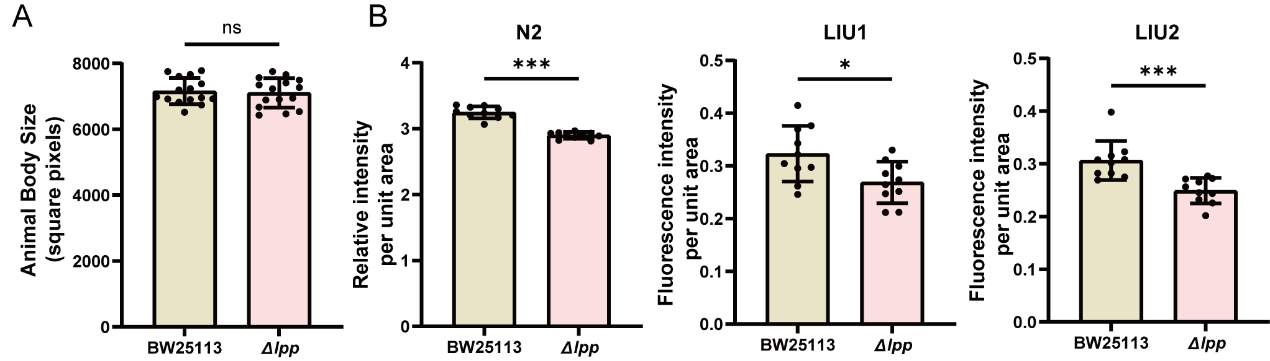

Supplementary Figure 1 The effect of feeding *Δlpp* mutant on the body size, relative intensity of oil red and Fluorescence intensity per unit surface area of nematodes.

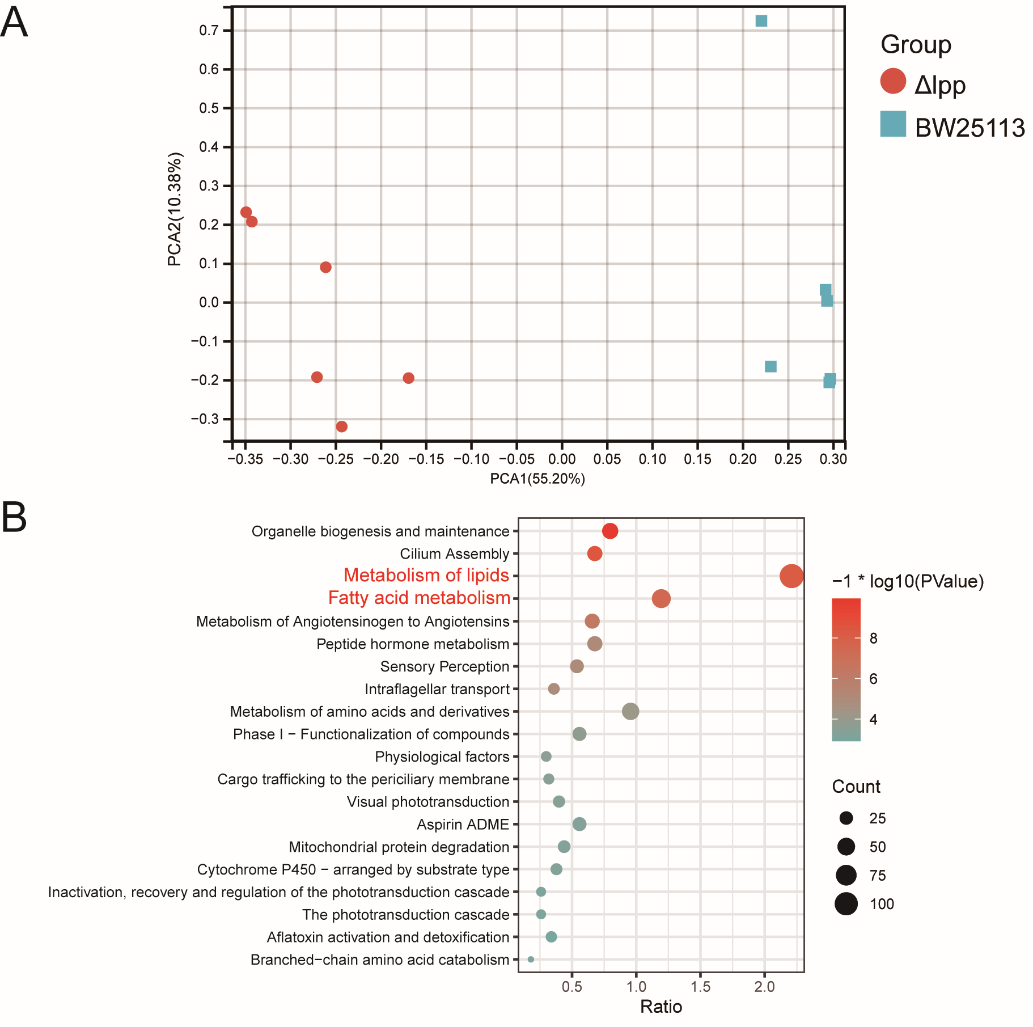

Supplementary Figure 2 (A) Principal components analysis (PCA) based on gene expression profile. (B) Reactome Pathway enrichment analysis of differentially expressed genes.

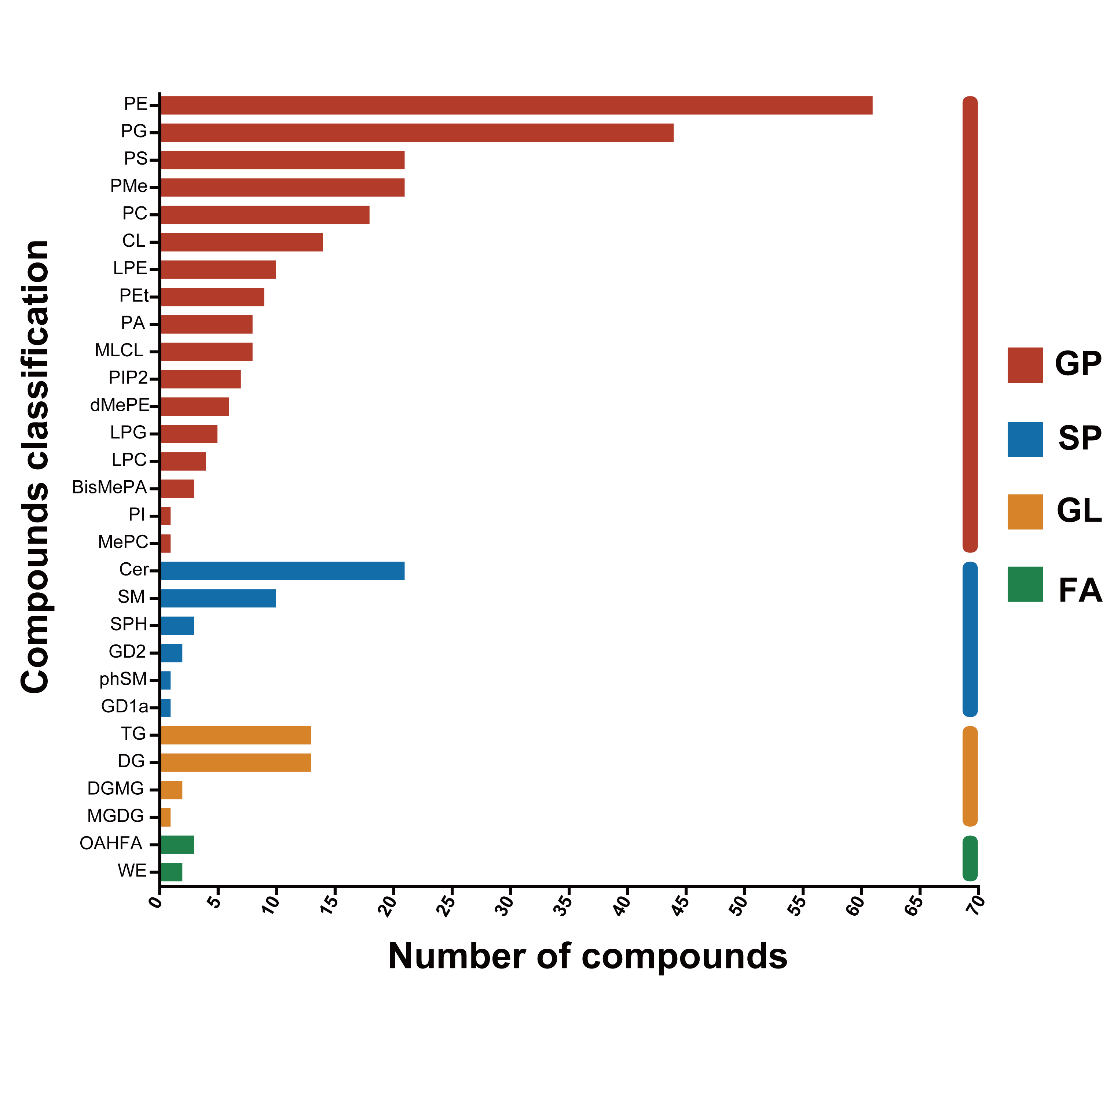

Supplementary Figure 3 All lipid metabolites detected by the LC-MS analysis platform and their corresponding classifications.

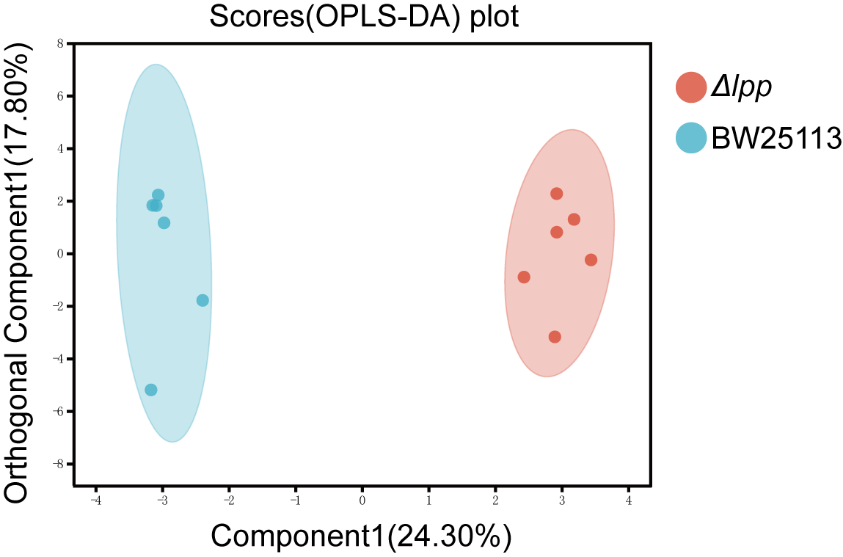

Supplementary Figure 4 OPLS-DA analysis of samples from *Δlpp* and BW25113groups based on lipid metabolic profiling.

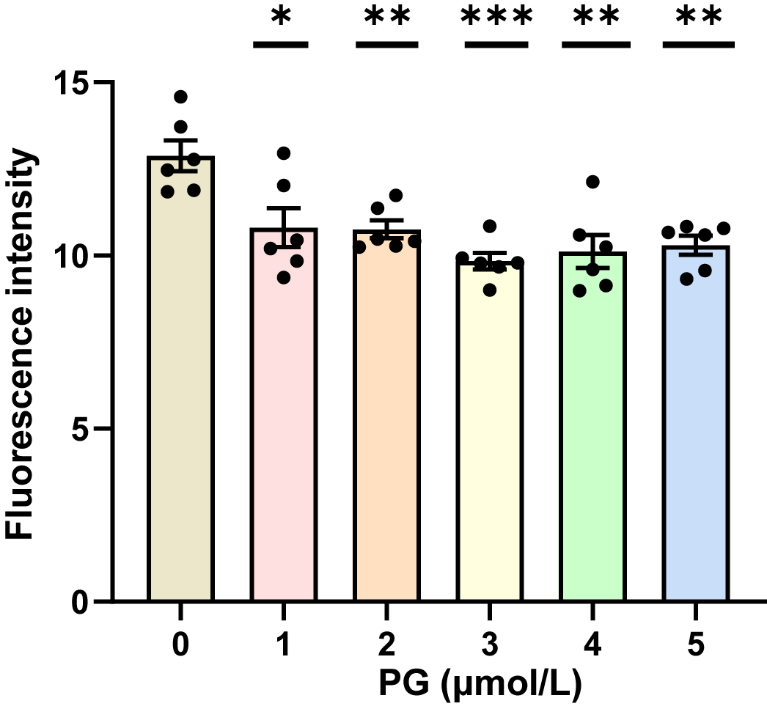

Supplementary Figure 5 Among all tested concentrations, 3 μM PG caused the greatest reduction (14.8%, p < 0.001) in fluorescent intensity of lipid content in LIU1 nematodes.

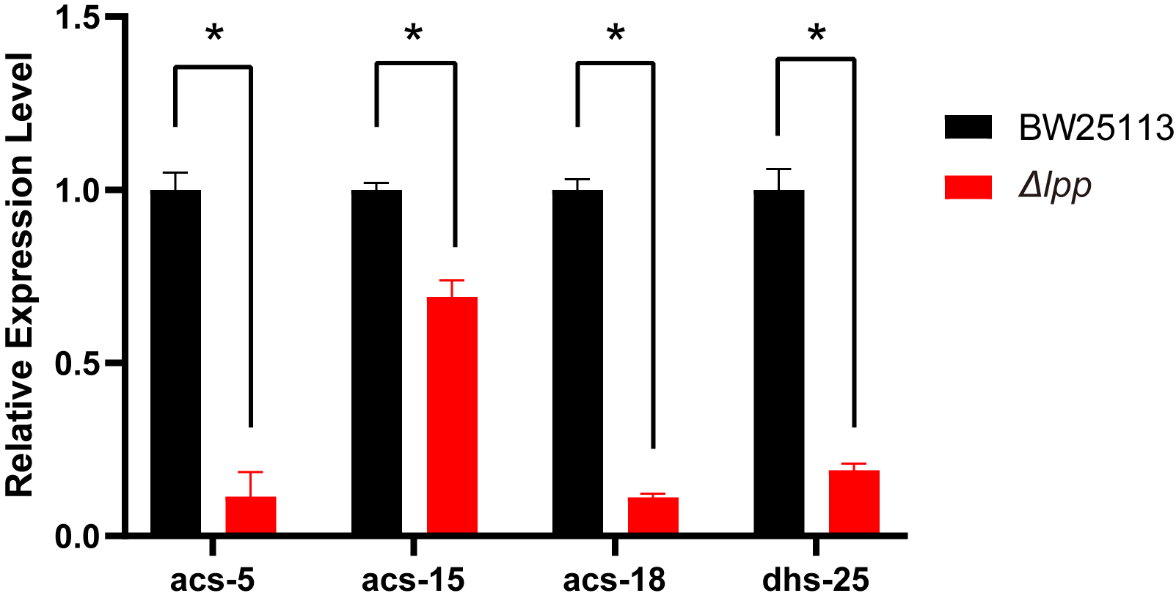

Supplementary Figure 6 Assessment of four key genes expression levels via qPCR in *Δlpp* group and BW25113 group.

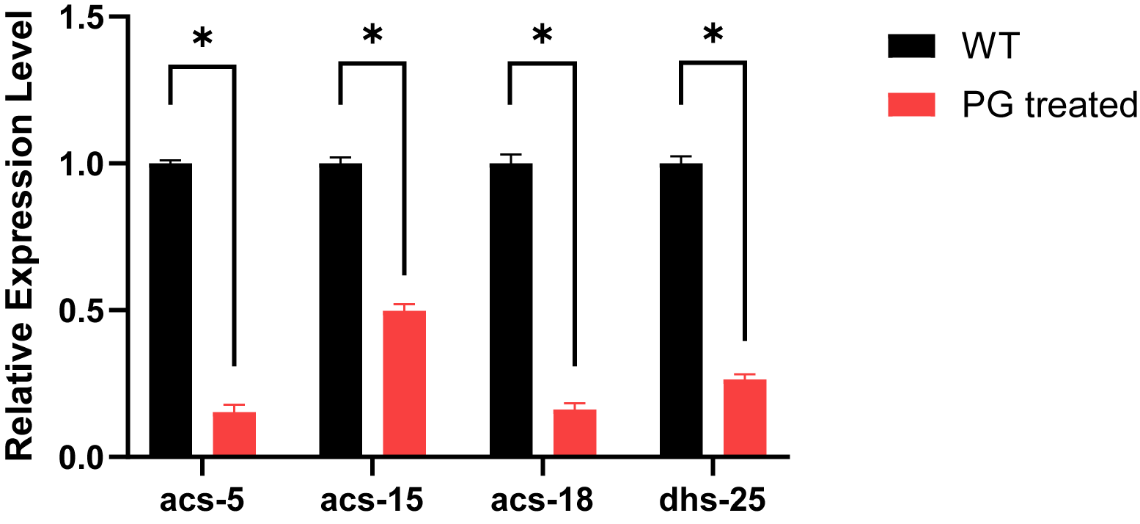

Supplementary Figure 7 Assessment of four key genes expression levels via qPCR in PG-treated group and WT group.

How the deposited data were processed for this re-analysis (not part of the article)

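Whole-transcriptome RNA sequencing of N2 worms fed the Δ*lpp* mutant (6 libraries) or BW25113 (6 libraries) was analysed from the processed table. The authors filtered reads with Seqtk, aligned them with Hisat2, counted fragments per gene with Stringtie and computed TPM with RNAnorm, and the paper's text names no versions, genome build or annotation. The deposited table holds an estimated count per feature and library that is not normalized, because 8.97% of the values are not whole numbers and the totals differ between libraries. The authors' TPM values in the same table are scaled to about the same total in each library. Each library was taken to its group and replicate number from the sample labels, which name the same libraries as Table S3.

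Of the 46926 features, 2766 have no gene name and are listed by WormBase ID. All 46926 IDs were found in the Ensembl annotation of WBcel235 and all were used, including the 373 tested genes without a name. The estimated counts were rounded to whole numbers. Genes were tested when they passed filterByExpr of edgeR 4.0.16 with its defaults (a minimum count of 10 and a minimum total count of 15). Libraries were scaled by TMM, and genes were tested with edgeR's quasi-likelihood test, robust to outlying dispersions, with no covariate. An adjusted p (Benjamini-Hochberg) under 0.05 and a log2 fold change over 1 either way made a call. Other tools were R 4.3.3, limma 3.58.1, DESeq2 1.42.0, fgsea 1.28.0, Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. Exact permutation tests covered every arrangement of the 12 libraries into 6 and 6 and were two-sided.

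The groups were checked for libraries deposited more than once. Every pair of libraries within a group differed by more than the sampling noise, with a chi-square per degree of freedom of 4.52 to 72.4. Depth was similar in both groups, and a gene whose libraries were all at or under 3 counts in one group is given as a lower bound on its fold change. Counting error is the only error these limits cover.

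The genes named in the text follow a rule fixed before the data were examined: each gene the paper names, each member of the fatty acid biosynthesis list, and the 4 highest and 4 lowest called genes with a symbol, a mean of at least 10 CPM and no overlap between the groups. Members of other lists that are named were chosen after their values were seen. KEGG, DAVID and Reactome sets were not used here. Lists were fixed by hand at the same time for fatty acid biosynthesis, glycerophospholipid metabolism, fatty acid β-oxidation, desaturases and elongases, cilium, sperm, oocyte and eggshell, vitellogenin, collagen, the propionate shunt, immune effectors, ribosomal proteins, histones and mitochondrial stress. An embryo list and a molt list were added later, to test an explanation. Lists were tested with camera on the limma voom fit with a preset correlation between genes of 0.01, with fry and with camera at an estimated correlation beside it, and adjusted over the 14 lists fixed first. Camera sets a list against the other genes, and fry asks only whether its members differ between the groups. GSEA used fgsea on the log2 fold change. Single-sample GSEA used TPM ranks with a weight of 0.25, or of 1 as an alternative.

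The alternatives fixed together with that rule were DESeq2 with its defaults on the same genes and on every feature with at least 1 count, RLE and upper quartile scaling, no filter, a filter of 10 counts in every library, limma-trend on log2(TPM + 1) and log2(TPM + 0.1), the replicate number as a block, each library left out in turn, changed list members, other rankings and other gene set tests. Each was run for the results it was set for, not for every result. Library size only, without TMM factors, and, for the β-oxidation list, the TPM scales and leaving out each library were added after seeing the data. For each result of a model across genes, 100 of the 462 splits of the libraries into 6 and 6 were drawn with a fixed seed, the real split included.

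The procedure was tested on simulated counts for the 15266 tested genes with 200 of them changed. edgeR and DESeq2 each recovered 199 of the 200 with 1 false call. On the simulated counts scaled to a common total, limma recovered 185 with 0 false calls. The simulated changes went equally in both directions and lay well past the limit on the fold change, with a dispersion of 0.02. In the real data 4228 genes were called and the TMM factors differed between the groups. The simulation thus tests neither the choice of scaling nor changes near the limit. No per-library column was left unused. The worms in the qPCR, knockout and PG-supplement experiments were not analysed here. The lipid values in Table S3 are the paper's, and were used only in the closing observations.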

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

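Of the tests in this part, those of the scaling between libraries, of collagen genes without a *col-* name and of RNA of Δ*lpp*-fed worms in BW25113 replicate 1 were chosen only after the result was seen. Each of 86 groups of 6 libraries was examined for 1 library far from the other 5, and 6 groups had one. Chance gives this in about 1 of 20 groups, or 4.3 of the 86, so the number of such libraries is close to what chance gives.

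In Δ*lpp* replicate 5, the vitellogenin list (yolk protein genes) had a mean log2 CPM of 12.8, against 10.8 to 11.0 in the 5 other Δ*lpp* libraries. The oocyte and eggshell list was also highest there, at 9.14 against 8.69 to 8.85. Scaling between libraries is argued against, since with library size only the vitellogenin mean was still 1.58 above the highest of the 5 others on the log2 scale. RNA of BW25113-fed worms in this library is argued against as well. Of genes with at least 200 counts in every BW25113 library, 156 were under 5% of their BW25113 level in each of the 5 other Δ*lpp* libraries, and their median level in replicate 5 was 1.55%. The design names nothing that sets this library apart, so no biological explanation was tested. Vitellogenin genes resemble each other, and reads could have been split between them. Without replicate 5 the median log2 fold change of the vitellogenin list was -1.67 in place of -0.96 (camera adjusted p = 0.181 in place of 0.607).

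Among single genes, *acs-5* stood apart in Δ*lpp* replicate 3, with a log2(CPM + 1) of 6.10 against 5.70 to 5.83. It remained below every BW25113 library there. *acs-15* stood apart in Δ*lpp* replicate 2, at 0.104, and *F32A11.3* in Δ*lpp* replicate 3, at 0.108, where the other Δ*lpp* libraries had 0. Both values rest on 2 counts, under the floor of 3 counts, so they do not differ from 0 at this depth. No further explanation was tested for these genes.

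In BW25113 replicate 1, *did-2* had a log2(CPM + 1) of 2.50 and the 5 other BW25113 libraries had 0. Its level was 11.0% of the mean of the Δ*lpp* libraries. RNA of Δ*lpp*-fed worms in this library would carry each gene that is high in the Δ*lpp* group along at that share or more, because a gene's own expression can only raise its level. This was examined on genes with at least 200 counts in every Δ*lpp* library that are low in the 5 other BW25113 libraries, and 4 limits on that level were tried in turn. A limit of 3 counts and one of 2% of the Δ*lpp* level each left 0 genes, one of 5% left 2 genes, at 0.825% and 2.16% of their Δ*lpp* level in replicate 1, and one of 10%, which decides here, left 17 genes, at a median of 4.92% (0.825% to 13.8%). With each Δ*lpp* library in turn as the source, where the share of *did-2* ran from 7.58% to 15.0%, 12 to 15 of the 17 genes lay below the share of *did-2*, 9 to 14 of them beyond counting error (one-sided Fisher's exact tests, unadjusted). Both genes of the 5% limit lay below it with each source. This argues against RNA of Δ*lpp*-fed worms as the whole cause of the level of *did-2*. No biological explanation was tested. Without this replicate the call of *did-2* rests on 5 libraries at 0 counts, and it was at least 258-fold higher in the Δ*lpp* group.

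The text of the paper does not discuss sperm genes, although Fig. 2B lists a term of spermatid development. On a hand-fixed list of sperm genes, 57 of 62 tested genes were called lower in the Δ*lpp* group and 1 higher. The median log2 fold change was -5.64, or -5.42 with the 10 genes at the limit of detection set at their bounds. The camera adjusted p was 1.94e-23, and 0.0711 with the correlation between genes estimated. Of 100 splits of the libraries, 1, the real one, gave a result as large. Scaling is argued against as the whole cause, because the median, not centred, was -5.18 with library size only, and -4.38 on log2(TPM + 1), the setting that brought it closest to 0. A loss of short genes is argued against by 10000 random lists matched on length and mean expression, whose lowest median was -0.623. Reads shared between near-identical copies are argued against as the whole cause by the 23 members outside the *msp-*, *ssp-* and *nspd-* families, of which 19 were called lower, with a median of -3.45. Values of the single copies of these families remain uncertain.

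On the collagen list, 130 of 161 tested genes were called lower and 8 higher in the Δ*lpp* group, with a median log2 fold change of -2.55. The camera adjusted p was 1.16e-24, and 0.114 with the correlation estimated, and 1 of 100 splits, the real one, gave a result as large. The median, not centred, was -2.10 with library size only and -1.64 on log2(TPM + 1), the setting that brought it closest to 0, and the lowest of 10000 matched random lists was -0.335, which argue against scaling and gene length as the whole cause. The 18 members without a *col-* name had a median of -2.64, and 11 of them were called lower. Of the others, *dpy-17* and *dpy-14* were called higher, at 2.96 and 3.00, and the rest were not called. The lower members argue against reads split among the *col-* genes as the whole cause.

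A candidate explanation for the lower sperm and collagen genes is a difference in developmental stage between the groups, since hermaphrodites make sperm before oocytes and collagens are made for each molt. It predicted that genes of the molting cycle would be lower and genes switched on in embryos higher in the Δ*lpp* group. The molt list had a median of -0.94, with 9 of 20 genes called lower (camera adjusted p = 5.24e-07 over both lists). The embryo list had a median of 0.82, with 12 of 37 tested genes called higher (camera adjusted p = 1.55e-05). Their directions were the same under each scaling, but the sizes and counts moved. For the molt list, library size only gave a median of -0.51 with 7 called lower. On log2(TPM + 1) it was -0.27 with 4 lower, and on log2(TPM + 0.1) -0.28 with 5. For the embryo list, library size only gave a median of 1.26 with 27 called higher. On log2(TPM + 1) it was 0.90 with 12 higher, and on log2(TPM + 0.1) 1.36 with 28. With the correlation between genes estimated, the camera adjusted p was 0.129 for both lists, so neither passed. The fry test uses no preset correlation but asks only whether list members differ between the groups, not whether they moved more than other genes. Its adjusted p values over both lists were 3.16e-06 for the molt list (lower) and 3.40e-05 for the embryo list (higher). The values are consistent with such a difference, and it stays a hypothesis. A direct effect of the Δ*lpp* mutant on germline and cuticle genes also stays open, as untested. Whether a difference in stage bears on the fatty acid lists or the 4 genes tied to PG was not tested either. Of the 140 genes near 0 counts in the Δ*lpp* group alone, 6 are on the sperm list, and *acs-15* and *acs-18* are also among them. The paper reports no difference in body size or number of descendants, in worms not analysed here.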

How the results depend on the processing

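Of the settings in this part, library size only, and for the β-oxidation list the TPM scales and leaving out each library, were chosen after seeing the data. Not every alternative was run for every result. The widest range was run for the counts of called genes and the 4 genes tied to PG. DESeq2 on every feature was run for these alone, and the lists had fewer alternatives. The cause of a change was not tested unless it is named. Values relative to the median of all tested genes hardly change with new scaling factors, which move all genes nearly alike. Their likeness between TMM and library size only is thus no check of the scaling.

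The number of called genes moved by over 1.5 times under these settings. With at least 10 counts required in every library, 1032 genes were higher and 1178 lower, against 1849 and 2379, because fewer genes were tested and those near 0 in one group were left out. On log2(TPM + 1), 1244 genes were lower, and on log2(TPM + 0.1), 4558 were higher. Scaling by library size only gave 3720 higher. With the RLE factors, the upper quartile, DESeq2 and no filter, the counts stayed within 1.5 times. With each library left out in turn, 1824 to 2293 genes were higher and 2281 to 2520 lower. The most higher and the fewest lower genes came without BW25113 replicate 1, which left 2293 higher and 2281 lower.

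Of the 4 genes tied to PG, *dhs-25* and *acs-18* kept their direction and their side of the thresholds under every setting that gave them a value. The filter of 10 counts in every library gave no value for *acs-15* and *acs-18*. *acs-5* fell short of the limit on the fold change on log2(TPM + 1) at -0.49, on log2(TPM + 0.1) at -0.51 and with library size only at -0.66, although its adjusted p stayed between 1.25e-39 and 1.14e-05 over the alternatives set first. *acs-15* fell short on log2(TPM + 1), at -0.66, because the added 1 exceeds its TPM. The depth limits *acs-15* and *acs-18* to lower bounds. Leaving out each library in turn changed no call among the 4 genes.

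Members of the fatty acid biosynthesis list with small changes reversed with the scaling. *acs-3* was at 0.0083 with the upper quartile. On log2(TPM + 1), *pod-2* was at 0.45, *acs-3* at 0.44, *acs-4* at 0.33 and *acs-16* at 0.36. On log2(TPM + 0.1) they were at 0.46, 0.51, 0.34 and 0.44, and with library size only at 0.30, 0.37, 0.18 and 0.29. These scalings also raised the median of all tested genes. Relative to that median, the same genes were at -0.20, -0.13, -0.33 and -0.21 with TMM. With library size only they were at -0.20, -0.14, -0.32 and -0.21, and they stayed negative on both TPM scales. Among 373 values of 18 other named genes, 13 reversed, 6 were weaker and 2 stronger. The weaker ones were *dhs-3* and *acs-1* on both TPM scales and with library size only, and the stronger one was *acs-17* on both TPM scales.

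The NES of the fatty acid biosynthesis list, -1.45, lost a permutation p under 0.05 with every feature ranked (-1.31, p = 0.126), without the *acs* genes (-1.21, p = 0.280) and without *dhs-25*, *acs-5*, *acs-15* and *acs-18* (-0.68, p = 0.861). Over the 12 fits that each left out one library, it lay between -1.49 and -1.41 with p from 0.0362 to 0.0716, and 6 of the 12 were no longer under 0.05. The mean log2 fold change of the list without these 4 genes was -0.20 (camera p = 0.387) and the difference in ssGSEA score was -14.6 (exact permutation p = 0.838). These 4 are the members called lower, so that leaving them out had to bring each value closer to 0. With the whole list, leaving out each library in turn changed the call of neither the mean nor the score. The median of the list, -0.46, was 0.16 on both TPM scales. Relative to the median of all tested genes it was -0.51 with TMM, -0.35 on log2(TPM + 1) and -0.48 on log2(TPM + 0.1). The NES of the glycerophospholipid list passed no threshold under the settings tried, while fry gave that list an adjusted p of 0.00255.

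Of 42 β-oxidation genes, 37 were called at an adjusted p under 0.05 with no limit on the fold change, against 23 with the limit. The share called exceeded that of the other genes with TMM (54.8% against 27.6%) but was below it with library size only, where 11 were called (26.2% against 35.8%, Fisher's exact p = 0.259), on log2(TPM + 1), where 6 were (14.3% against 25.5%, Fisher's exact p = 0.111), and on log2(TPM + 0.1), where 9 were (21.4% against 40.3%, Fisher's exact p = 0.0117). The median of the list was negative under each of these scalings. Library size only and the TPM scales raised the median of all tested genes, so the share cannot show whether the list moved against the others. Relative to the median of all tested genes, the list was at -1.08 with TMM and with library size only. It was at -0.90 on log2(TPM + 1) and at -1.07 on log2(TPM + 0.1). With each library left out in turn, 21 to 24 members were called (Fisher's exact p from 8.11e-05 to 0.00298).

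For the lists fixed first, fry made the desaturase and elongase list (-0.89), the propionate shunt list (-0.32) and the immune effector list (0.10) pass an adjusted p of 0.05. The direction that fry gave the immune effector list was lower, opposite to its median. Camera with the correlation estimated made none pass, where with the preset correlation the cilium (1.42), sperm (-5.64), oocyte and eggshell (0.34), collagen (-2.55), ribosomal protein (-0.68), histone (-0.51) and mitochondrial stress lists (-0.47) did, as did the β-oxidation and fatty acid biosynthesis lists (0.0711 and 0.114 with the correlation estimated). Under library size only, the desaturase and elongase list passed (-0.46), the propionate shunt list reversed (0.14) and the mitochondrial stress list no longer passed (-0.018). Relative to the median of all tested genes, these lists were at -0.96, -0.36 and -0.52 with library size only. With TMM they were at -0.94, -0.37 and -0.52. These values could hardly differ between the scalings, so they do not show which is right. The reversal of the propionate shunt list went with the shift of all genes.

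The share of the first principal component was 83.6%. It was 95.3% for the 500 genes with the highest variance and 53.4% with each gene scaled to unit variance. With each library left out it lay between 82.7% and 85.1%.

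The replicate numbers do not pair the libraries, since the correlations of deviations from the group means between libraries of the same number were 0.332, -0.0397, -0.166, -0.165, 0.0378 and 0.0997. With the replicate number as a block, 1908 genes were higher and 2356 lower, the NES of the fatty acid biosynthesis list was -1.46, 23 β-oxidation genes were called, and the exact sign-flip test of the paired ssGSEA scores gave p = 0.0312. The block changed no call among the 4 genes or the lists.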

Differences from the paper's values

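The paper's NES for fatty acid biosynthesis is -2.075, against -1.45 for the hand-fixed list of 12 genes, which is not the KEGG set. None of the alternatives set before the data were examined closed the gap, with values from -1.59 to -0.68. For glycerophospholipid metabolism the paper's NES is about 1.5 in Fig. 2E, read by eye, against -0.892 for a hand-fixed list, and none of the alternatives set before the data were examined closed the gap.

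The paper's first principal component holds about 55% of the variance in Fig. S2A, read by eye, against 83.6%. Of the alternatives set before the data were examined, scaling each gene to unit variance closed the gap, at 53.4%, while log2(TPM + 1) at 84.3% and the 500 genes with the highest variance at 95.3% did not. The second component holds about 10% in Fig. S2A, read by eye, against 4.22%, and none of the alternatives closed this gap, with 16.1% under unit variance and 5.10% on log2(TPM + 1) and 1.02% for the 500 genes.

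By qPCR, a different assay on RNA not analysed here, the paper's level of *acs-5* in the Δ*lpp* group relative to BW25113 is about 0.11 in Fig. S6, read by eye, against a ratio of 0.465 in the counts. The paper's *acs-15* is about 0.69 in Fig. S6, read by eye, against at most 0.0603. The paper's *acs-18* is about 0.11 in Fig. S6, read by eye, against at most 0.0265. None of the alternatives set before the data were examined closed the gap for *acs-5*, with 0.712 on log2(TPM + 1), and for *acs-15* and *acs-18* they were not set against the paper, since both are at the limit of detection.

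The paper shows glycerophospholipid metabolism as higher in the Δ*lpp* group, and the NES of the hand-fixed list was negative under every alternative tried. More of its members were called lower than higher with TMM (6 against 4). More were higher than lower on log2(TPM + 1) (6 against 4) and on log2(TPM + 0.1) (13 against 4). The same held with library size only, chosen after seeing the values (8 against 4). Relative to the median of all tested genes, the list was at -0.11 with TMM and -0.10 with library size only. It was at -0.012 on log2(TPM + 1) and -0.065 on log2(TPM + 0.1), so it was higher than the other genes under none of these.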

Other observations

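Of the tests in this part, those with library size only were chosen only after the result was seen.

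Other splits of the 12 libraries into 6 and 6 were set beside the real one. Over 100 splits, the real one included, 1 gave as many higher genes, 1 as many lower genes and 1 as many called β-oxidation genes as the real split. The other 99 splits called 0 genes at the median and at most 1098, against 4228. The NES of the fatty acid biosynthesis list was as large in 51 of the 100 splits and its camera result in 9. The NES of the glycerophospholipid list was as large in 46. Splits that mix the groups unevenly still carry part of the real difference, and NES and camera compare genes within the same fit. A list that truly moved can thus score as high in such splits. Large counts of splits therefore cannot decide whether the value of a list came by chance, here or for the other lists. For *dhs-25*, *acs-5*, *acs-15* and *acs-18*, all 6 Δ*lpp* libraries lay below all 6 BW25113 libraries.

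More genes were lower than higher in the Δ*lpp* group with TMM. This balance could come from the scaling, because with library size only 68.0% of the called genes were higher. TMM assumes that most genes do not change, and the table does not say which scaling is right.

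The lists fixed first were tested in one family, and for each of them the number of calls adjusted over the list alone was the same as that over all genes. The desaturase and elongase list gave a result as large in 18 of 100 splits, the cilium list in 2. On the oocyte and eggshell list 1 of 16 genes was called higher, with a median log2 fold change of 0.34 (camera adjusted p = 0.00931), and 60 of 100 splits gave a result as large. With library size only 5 were called higher (median 0.80). On log2(TPM + 1) 6 were (median 0.96), and on log2(TPM + 0.1) 7 were (median 0.97). Relative to the median of all tested genes, these 4 settings gave the list 0.29, 0.30, 0.45 and 0.32. On the vitellogenin list 3 of 6 were called lower and 0 higher (median -0.96, adjusted p = 0.607, 69 splits). With library size only (median -0.53) and on both TPM scales (median -0.68), 3 were called lower and 2 higher. On the propionate shunt list 1 of 5 was called higher and 1 lower (median -0.32, adjusted p = 0.230, 39 splits). On the immune effector list 56 of 185 were called higher and 49 lower (median 0.10, adjusted p = 0.773, 87 splits). That near balance depends on the scaling, since 71 were higher and 35 lower with library size only (median 0.55), 59 and 24 on log2(TPM + 1) (median 0.47) and 77 and 30 on log2(TPM + 0.1) (median 0.70). On the ribosomal protein list 1 of 77 was called lower (median -0.68, adjusted p = 1.69e-14, 21 splits). On the histone list 11 of 31 were called lower (median -0.51, adjusted p = 0.0145, 21 splits). Some histone genes had identical counts in all libraries, so the 31 genes are 23 distinct measurements, of which 6 were called lower, with a median of -0.22. The camera test counted each gene. On the mitochondrial stress list 1 of 5 was called lower (median -0.47, adjusted p = 0.0361, 14 splits). On both TPM scales the medians of the fatty acid biosynthesis, glycerophospholipid, propionate shunt, histone and mitochondrial stress lists were positive. Relative to the median of all tested genes, each of them was negative there. The median of the ribosomal protein list was -0.23 with library size only and -0.14 on both TPM scales.

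Of the genes named in the paper's background, *dhs-3* fell by 1.12 on the log2 scale (standard error 0.122, adjusted p = 2.28e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and overlaps genes on the other strand. *acs-1* fell by 1.22 (standard error 0.1002, adjusted p = 4.82e-09 from the same test of edgeR) and overlaps a gene on the other strand. Both were lower in 6 of 6 Δ*lpp* libraries than in every BW25113 library, and neither was called with library size only or on either TPM scale.

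In the Δ*lpp* group 140 genes were at or under 3 counts in every library while every BW25113 library had at least 20 counts. They include *acs-15*, *acs-18* and 6 genes of the sperm list. The reverse held for 7 genes.

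The paper's Table S3 lists lipids of the bacteria. The copy used here holds 298 lipids, against the paper's 314, so only single correlations were computed. Of the 44 PG lipids in it, 42 had a higher mean in the Δ*lpp* mutant. Setting each worm library beside the bacterial sample of the same group and number, 44 of the 176 pairs of one of the 4 genes with a PG lipid had r under -0.8. The groups form separate clusters, so a correlation over all 12 samples could come from the difference between the groups, whichever worm library is set beside which bacterial sample. Re-pairing the samples at random within the groups left a median of 43 such pairs over 1000 draws (32 to 50), and 400 draws gave as many as the pairing by number. Of the tested genes, 4145 (27.2%) had r under -0.8 with at least 1 PG lipid. Within the 6 Δ*lpp* samples 9 pairs had r under -0.8 and 8 had r over 0.8, and within the 6 BW25113 samples 3 and 4 did. In the table, 21 lipids share all 12 values with another lipid.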
